A study of Mus musculus with 10 samples.

How the data were processed

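Per the labels, cultures were grown from E14.5 cortices, stranded poly(A) libraries were made, and paired-end reads were sequenced on 1 platform. The authors deposited raw counts per gene for 10 libraries, and for the 4 female libraries also counts assigned to the 129 and the Cast allele. The aligner, the counting tool, its use of strand and the method of allele assignment are not recorded in the labels or the file headers. Gene coordinates in the table follow GRCm38. In each female library 0.253% to 0.302% of genes had more allelic than total counts, so the totals and the allelic counts were not made by the same rule throughout. No per-sample column was left unused.

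Libraries were grouped by sex and genotype from their titles. Genes were kept by filterByExpr (17110 of 52632), normalised by TMM and tested in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood F test on 1 mean per group over all 10 libraries, leaving 6 residual degrees of freedom. p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. Contrasts were E147A/+ against +/+ in females, in males and over both sexes, their interaction, and female +/+ against male +/+. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with 9 set tests adjusted together. Biotypes came from GENCODE. Castaneus counts of X-linked genes were tested in edgeR on the 4 female libraries with whole-library sizes and factors. Shares of single libraries have 95% Wilson intervals, and the floor is 3 counts. Single values were compared with exact two-sided permutation tests.

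The groups, the designs, the alternatives other than those said to be added, and the rule for naming genes were set before the data were examined. Genes were named by this rule: up to 5 highest and 5 lowest fold changes among those past the threshold with separated libraries, the 3 lowest p where fewer than 3 passed, Smchd1, 5 sex-linked genes, and at most 5 members of each listed family. Genes named outside it are said to be.

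Alternatives were RLE normalisation, DESeq2 1.42.0, limma-voom with quality weights, no filter, 10 counts in every sample, mean log2 CPM of at least 3, only the groups compared, litter as a covariate, a replicate block, other set tests and leaving out each library. Replicate numbers come from the titles. Same-numbered libraries are different embryos. The correlation of their deviations was -0.304 in females and 0.071 in males, so a crossed female pairing was added after the data were seen. With 2 libraries per female group its correlation, 0.304, is the mirror value by construction. The depth per library and the precision it gives stand with each value.

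The methods were tested on simulated counts with 16788 genes tested. Over both sexes 78% of 100 genes with a log2 change of 3 were recovered and 24.5% of 98 genes with a log2 change of 1, with 6 false calls. In females the shares were 58% and 2.04%. A simulated set of 57 genes raised by 1 gave a shift of 1.09 among 16778 genes. In the Castaneus-allele test 40 of 40 genes with a log2 change of 3 were recovered among 98 with 0 false calls, and smaller changes were not simulated. That test drew counts at a fixed dispersion not taken from the data, so it does not give the error rate among the real calls. No simulation held an effect of litter.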

Results

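Poly(A) RNA was sequenced from neural stem cell cultures grown as adherent monolayers from the cortices of individual mouse embryos. Embryos were heterozygous for the E147A mutation in the ATPase domain of SMCHD1, a chromatin protein that takes part in silencing of the inactive X chromosome and of several gene clusters, or were +/+. The mutant allele also carried a GFP tag and the +/+ allele did not, so tag and mutation could not be separated. The groups were female E147A/+ (n = 2), female +/+ (n = 2), male E147A/+ (n = 3) and male +/+ (n = 3). Females also carried a maternal Xist deletion allele, so that the inactive X was the paternal one from the Castaneus (Cast) strain. The female E147A/+ embryos came from litters 1 and 2 and both female +/+ embryos from litter 3. Genotype and litter therefore could not be separated in females. Among males, E147A/+ came from litters 1, 1 and 3, and +/+ from litters 4, 1 and 3.

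The deposited table held counts for 52632 genes. Total counts were 43377699 and 44519020 in female E147A/+, and 31555904 and 39123104 in female +/+. They were 37122947, 28664345 and 30811741 in male E147A/+, and 28786850, 20648916 and 30372514 in male +/+. Counts assigned to the 129 or Cast allele were given for the 4 female libraries and made up 30.6% to 31.7% of their total counts. As a check for a library deposited more than once, replicate counts were compared with sampling noise. No pair agreed within it (chi-square per gene 35.8 to 210.4), and Pearson's r between replicates was 0.935 to 0.985 across genes. The median Pearson r of log2 CPM (counts scaled to library size), across genes, was 0.982 between libraries of litter 1, 0.963 within litter 3 and 0.961 between litters. It was 0.959 within groups and 0.965 between groups.

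Smchd1 (ENSMUSG00000024054, a protein-coding gene at chromosome 17, 71344489 to 71475343, GRCm38) was examined first as a check of the labels. Its normalised level was 117.9 ± 2.88 CPM (SD, n = 2) in female E147A/+ and 155.7 ± 22.5 (n = 2) in female +/+. In males it was 114.5 ± 17.9 (n = 3) in E147A/+ and 155.1 ± 34.9 (n = 3) in +/+. Over both sexes the log2 fold change was -0.42 (SE 0.15). In edgeR's quasi-likelihood test this change had an unadjusted p of 0.0222 and an adjusted p of 0.786 over all tested genes. Smchd1 was a single gene chosen beforehand, but its log2 fold change did not pass the adjusted threshold. The log2 fold change was negative under every alternative tried, from -0.53 to -0.33, and passed the adjusted threshold under none. With a replicate block, which pairs same-numbered libraries, it was -0.41, and -0.41 with the female numbers crossed. Deviations of same-numbered female libraries had a correlation of -0.304, which is why both pairings were fitted here. The mutation itself could not be read from gene counts. By allele, the Cast share of Smchd1 counts in female E147A/+ was 0.379% (95% Wilson interval 0.148 to 0.971) and 0.111% (0.0196 to 0.627). In female +/+ it was 48.8% (45.5 to 52.0) and 47.6% (45.0 to 50.3). The smallest share these depths can show is 0.218% to 0.333%, and intervals and floors here cover counting error only.

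Sex labels were checked in +/+ libraries. A total of 5 genes passed an adjusted p of 0.05 between female +/+ and male +/+ in edgeR's test, 1 higher and 4 lower in females. Xist (X, 103460366 to 103483254) was higher, with a log2 fold change of 11.79 (SE 0.70, adjusted p 0.000236). Lower were Ddx3y (log2 fold change -6.41), Eif2s3y (-6.74), Kdm5d (-6.12) and Uty (-7.15), all on the Y. A filter on at least 10 counts in every sample removed these genes and left 0 calls, with 203 at an unadjusted p under 0.05.

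The Xist deletion in females served to show whether the inactive Cast X was expressed differently in E147A/+. Over 414 X-linked genes with at least 10 allelic counts in every female library, Cast reads made up 14.75% (95% Wilson interval 14.63 to 14.87) and 11.09% (10.99 to 11.20) in E147A/+. They made up 7.46% (7.35 to 7.57) and 8.58% (8.48 to 8.69) in +/+. The means were 12.9% ± 2.59 (SD, n = 2) and 8.02% ± 0.793 (SD, n = 2), a difference of 4.90 percentage points. An exact two-sided permutation test gave p = 0.333, the smallest that 2 libraries against 2 allow. The differences were 7.29 and 2.51 points between same-numbered libraries (correlation of deviations -0.304) and 6.17 and 3.64 with the numbers crossed (0.304). Xist, whose counts were 99.7% to 99.9% Cast, carried much of this sum. Without Xist, a setting chosen after the data were seen, the shares were 4.49% and 4.90% in E147A/+ and 2.14% and 2.20% in +/+. The difference was then 2.52 points, against SDs of 0.291 and 0.0432, with differences of 2.35 and 2.70 points between same-numbered libraries and 2.29 and 2.76 crossed. The median over genes gave the smallest difference, 0.454 points. Allelic counts of males were not analysed here, so no male background is given. In autosomal bins where no female library carried Cast, the summed share was 5.83% to 6.24%, above every X share without Xist. Part of each X share can thus be false assignment. Besides Xist, 9 X-linked genes were over 90% Cast in all libraries, and 0 of them were protein-coding.

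**Figure D1:**
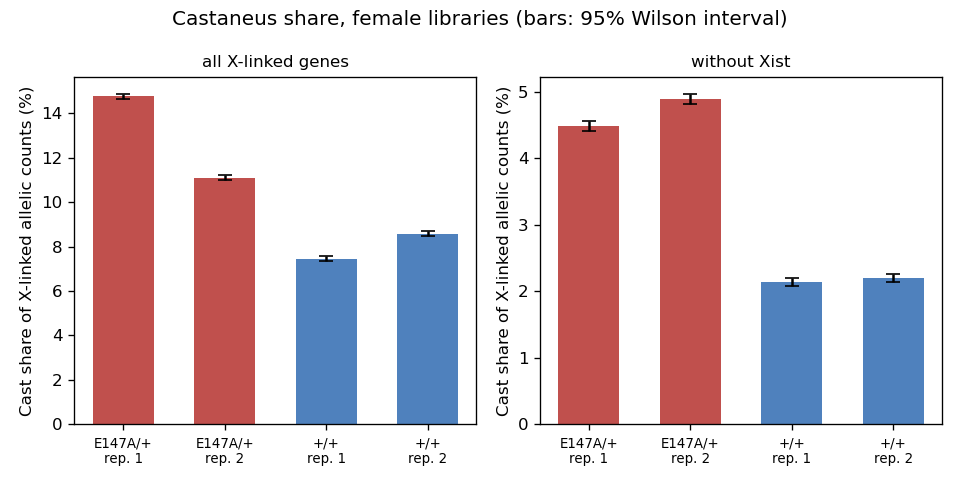
Bars give the Cast share (%) of X-linked allelic counts in each of the 4 female libraries, for all 414 genes (left) and without Xist (right), with 95% Wilson intervals as error bars. Both E147A/+ libraries lie above both +/+ libraries in each panel, at 4.49% and 4.90% against 2.14% and 2.20% without Xist.

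Gene by gene, the Cast share was higher in both E147A/+ libraries than in both +/+ libraries for 141 of 413 X-linked genes (34.1%) and lower for 19 (4.6%). Chance gives 11.1% each way, counting ties, as 75 genes had a share of 0 in all 4 libraries. In edgeR's test of Cast-allele counts, with the normalisation of the whole library, 45 of 103 genes passed an adjusted p of 0.05. All 45 were higher in E147A/+. With the replicate block the count was 46 (43 shared), and with the female numbers crossed it was 42 (42 shared). Female same-numbered libraries had a correlation of deviations of -0.304, which is why both pairings were fitted. Requiring 10 allelic counts in every library moved the result most, to 10 of 414 genes, all among the 45. The median Cast share of the 45 genes was 8.49% in E147A/+ and 0.17% in +/+. In 31 of them the +/+ libraries held at most 3 Cast counts each, so no fold is given for these.

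The genes that follow were singled out after their values were seen, as those with the lowest p. Usp9x (X, 13071498 to 13173328) had a Cast share of 27.4% ± 3.57 (SD, n = 2) in E147A/+ and 0.215% ± 0.158 (n = 2) in +/+. Its Cast-allele log2 fold change was 7.08 (SE 0.34, adjusted p 0.00471). Gpm6b (166238911 to 166388988) had 5.39% ± 0.188 and 0.167% ± 0.00288, a log2 fold change of 5.11 (SE 0.29, adjusted p 0.00471). Ogt (101640060 to 101684351) had 5.55% ± 2.37 and 0.232% ± 0.117. Timm17b (7899357 to 7908351) had 10.5% ± 0.525 and 0.157% ± 0.0277. Eda2r (97333840 to 97377216) had 5.6% ± 0.726 and 0.0726% ± 0.00461. These are protein-coding genes. Of 15 genes listed beforehand as escaping X inactivation, 11 could be tested and 2 passed, over the list alone or over all genes. They were Usp9x and Utp14a (48256862 to 48282453), whose share was 32.8% ± 3.16 against 2.96% ± 0.746. Other listed genes had high shares in both genotypes, such as Eif2s3x (43.3% ± 1.32 and 40.9% ± 1.41) and Kdm6a (36.3% ± 0.648 and 33.4% ± 1.09), and did not pass.

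**Figure D2:**
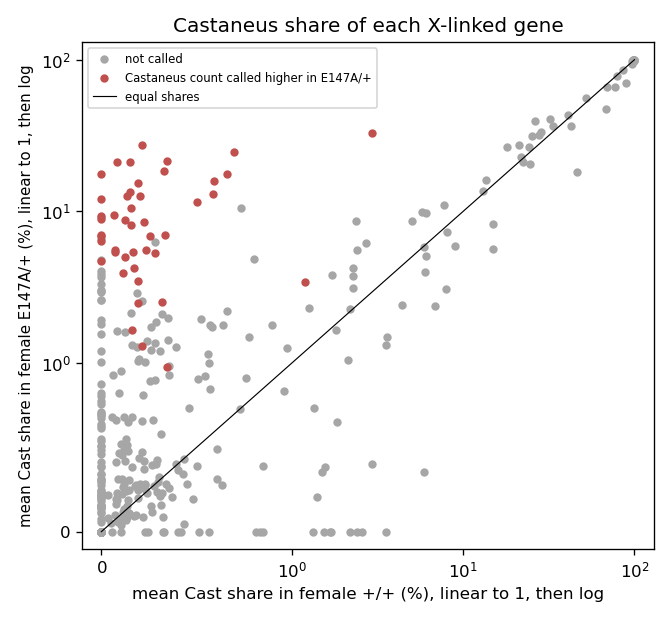
Each point is one X-linked gene, with its mean Cast share in female +/+ on the horizontal axis and in female E147A/+ on the vertical axis (%, linear to 1 and logarithmic above). The 45 genes with a called rise in Cast counts (red) lie above the line of equal shares, with a median of 8.49% against 0.17%.

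Total X-linked expression was compared next, with males, which have no inactive X, as the control. Over 637 tested X-linked genes the mean log2 fold change relative to 16369 autosomal genes was -0.09 in females (limma camera, adjusted p 0.933) and -0.05 in males (adjusted p 0.835). The difference between the sexes was -0.04 (adjusted p 0.934). With the replicate block (correlation of deviations -0.304) the female shift was -0.08 and the difference -0.03, and with crossed numbers (0.304) -0.08 and -0.03. The ratio of X-linked to autosomal counts was 4.00% ± 0.127 (SD, n = 2) in female E147A/+ and 3.78% ± 0.0949 (n = 2) in female +/+, with an exact p of 0.333, again the smallest possible. Differences were 0.375 and 0.061 points between same-numbered female libraries and 0.241 and 0.195 crossed. Without Xist the ratio was 3.81% ± 0.0501 and 3.67% ± 0.0736, a difference of 0.148 points in place of 0.218 (exact p 0.333), with 0.235 and 0.06 between same-numbered libraries and 0.131 and 0.164 crossed. In males it was 3.68% ± 0.188 (n = 3) and 3.80% ± 0.0447 (n = 3), with an exact p of 0.4, where 0.1 is the smallest possible. The 45 genes above had a median total log2 fold change of 0.09 in females and -0.09 in males. A change of total X-linked output was not detectable at this sample size.

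Per gene, 17110 genes were tested for an effect of genotype. In females 2 genes passed an adjusted p of 0.05 in edgeR's test, 1 higher and 1 lower, and in males 4 passed, 2 higher and 2 lower. The sex by genotype interaction had 0 genes, with 314 at an unadjusted p under 0.05. Over both sexes 14 passed, 8 higher and 6 lower. DESeq2 moved these counts most, to 43, 51, 2 and 107 genes. With the replicate block 0 genes passed in females (836 at an unadjusted p under 0.05), 0 in the interaction and 5 over both sexes, of which 4 were among the 14. With crossed female numbers the counts were 0 (1020 unadjusted), 0 (382 unadjusted) and 6, of which 4 were among the 14. The correlation of deviations was -0.304 for same numbers and 0.304 crossed. The block takes up residual degrees of freedom, so calls lost with it can come from a loss of power.

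Rab26 (chromosome 17, 24527241 to 24534210, protein-coding) was higher in E147A/+, with 89.7 ± 6.59 against 3.45 ± 0.201 CPM in females (n = 2 each). Males had 116.4 ± 15.1 against 5.21 ± 2.84 (n = 3 each). Its log2 fold change over both sexes was 4.59 (SE 0.34, adjusted p 0.00112). Rps18-ps6 (chromosome 13, 97760072 to 97760632) was lower, at -3.60 (SE 0.21, adjusted p 0.000189), and so was the processed pseudogene Rpl36-ps3 (chromosome 12, 12912022 to 12912336), at -2.54 (SE 0.21, adjusted p 0.00166). In females alone Rab26 and Rps18-ps6 passed (adjusted p 0.0412 and 0.0162), and Rpl36-ps3, next by p, did not (0.222). In males these 3 genes passed (adjusted p 0.0061, 0.000948 and 0.0061), with Pcdha3 (0.033). Lower over both sexes were also Rps2-ps13 (X, 52898588 to 52899469), Hsf2bp (chromosome 17, 31944769 to 32036349) and Gpr17 (chromosome 18, 31942997 to 31949636). Their log2 fold changes were -2.35 (SE 0.27), -3.24 (SE 0.39) and -4.98 (SE 0.65), with adjusted p of 0.0164, 0.0176 and 0.0249. Gpr17 had at most 2 counts in each female E147A/+ library and was at least 16.3-fold lower there. Over both sexes Rab26, Rps18-ps6, Rpl36-ps3 and Rps2-ps13 still passed with the replicate block in either pairing (correlations -0.304 and 0.304). The other named genes did not. Rab26 and Hsf2bp lie in bins of chromosome 17 where the female E147A/+ libraries had median Cast shares of at most 7.44% and the +/+ libraries 47.8% to 50.5%. The pseudogenes share sequence with their parent genes, so their counts are uncertain. The 3 interaction genes with the lowest p, Eif2s3y, Gm42782 and Kdm5d, did not pass (adjusted p 0.999 each).

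Clustered protocadherins, a family on chromosome 18 named beforehand as sensitive to SMCHD1, were higher in E147A/+. Over 57 tested members (36930184 to 37841873) the mean shift relative to other genes was 1.20 over both sexes (camera, adjusted p 3.15e-20), 1.07 in females and 1.34 in males, with 41 members higher. The p depends on the assumed correlation between members: with the correlation estimated, the adjusted p was 0.0639, and fry gave 0.00888. The score of the set per library separated the genotypes in all 10 libraries. An exact two-sided permutation test within sex gave p = 0.0167, the smallest possible. Within litter 1 the male difference in score was 1.22 (2 libraries against 1) and within litter 3 it was 1.34 (1 against 1). With the replicate block the shift was 1.20 (correlation -0.304), and 1.20 with crossed numbers (0.304). The shift was 0.45 for the 10 members with a mean log2 CPM of at least 3, of which 0 are alpha, 4 beta and 6 gamma members. The log2 fold changes of these were 0.87 to 1.48 for beta and -0.50 to 0.40 for gamma. By cluster, the median log2 fold change was 3.75 for 14 alpha members, 1.25 for 21 beta members and -0.18 for 22 gamma members, and all 21 beta members were higher in both sexes. Over all genes 7 members passed, and over the list alone 33.

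The 5 members with the lowest p were Pcdha3, Pcdhb11, Pcdha5, Pcdha2 and Pcdhb3. Pcdha2 (36939205 to 37187657) had 4.52 ± 0.705 against 0.0514 ± 0.0727 CPM in females (n = 2 each), and 4.68 ± 0.632 against 0.182 ± 0.175 in males (n = 3 each). Its log2 fold change was 5.50 (SE 0.67, adjusted p 0.0187). It ranged from 5.07 to 7.47 across the fits that each left out one library. Pcdha3 (36946105 to 37187657) was at least 31.4-fold higher in male E147A/+, as male +/+ libraries held at most 1 count, and passed over both sexes (adjusted p 0.0113). Pcdha5 (36960440 to 37187657) had a log2 fold change of 3.83 (SE 0.46, adjusted p 0.0176), Pcdhb11 (37421418 to 37425836) of 2.51 (SE 0.29, adjusted p 0.0164) and Pcdhb3 (37300799 to 37304585) of 2.07 (SE 0.26, adjusted p 0.0195). Alpha members overlap and share 3′ exons, so counts could be split among them in ways the table does not show.

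**Figure D3:**
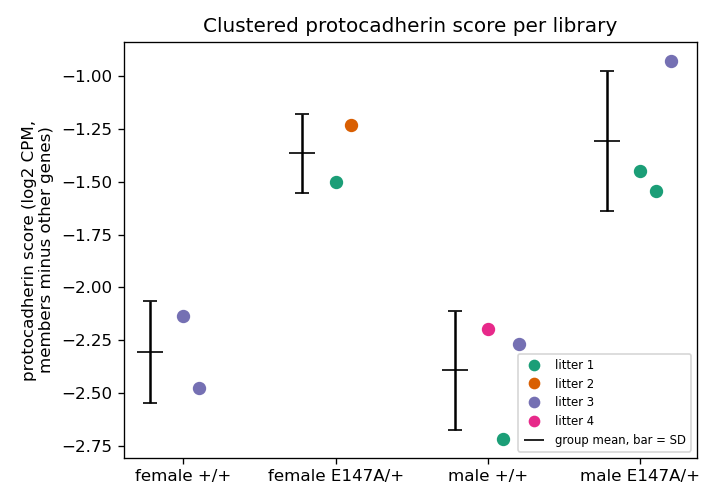
Points give the protocadherin score of each of the 10 libraries (mean log2 CPM of 57 members minus that of other genes), coloured by litter, with group means and SD bars in black. The E147A/+ libraries lie above the +/+ libraries in both sexes, with group means of -1.37 and -1.31 against -2.31 and -2.39.

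Imprinted genes, also listed beforehand, showed no shift as a set of 60 tested genes. The shift was 0.05 over both sexes (camera, adjusted p 0.933), 0.11 in females and -0.01 in males. With the replicate block it was 0.06 in either pairing (correlations -0.304 and 0.304). None passed over all genes, where 1010 genes had an unadjusted p under 0.05. Over the list alone 1 passed, Mkrn3 (chromosome 7, 62417593 to 62420139), with a log2 fold change of 0.94 (SE 0.14), an adjusted p of 0.00406 over the list and 0.0609 over all genes. Mkrn3 belongs to the Snrpn cluster, a part of the list that was higher by 0.65 over both sexes (4 of 5 genes, camera adjusted p 0.000521). Snrpn itself, named here outside the rule, was not higher (log2 fold change -0.27). Hox genes could not be tested: none of 39 passed the filter, and their highest count was 4.

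**Figure D4:**
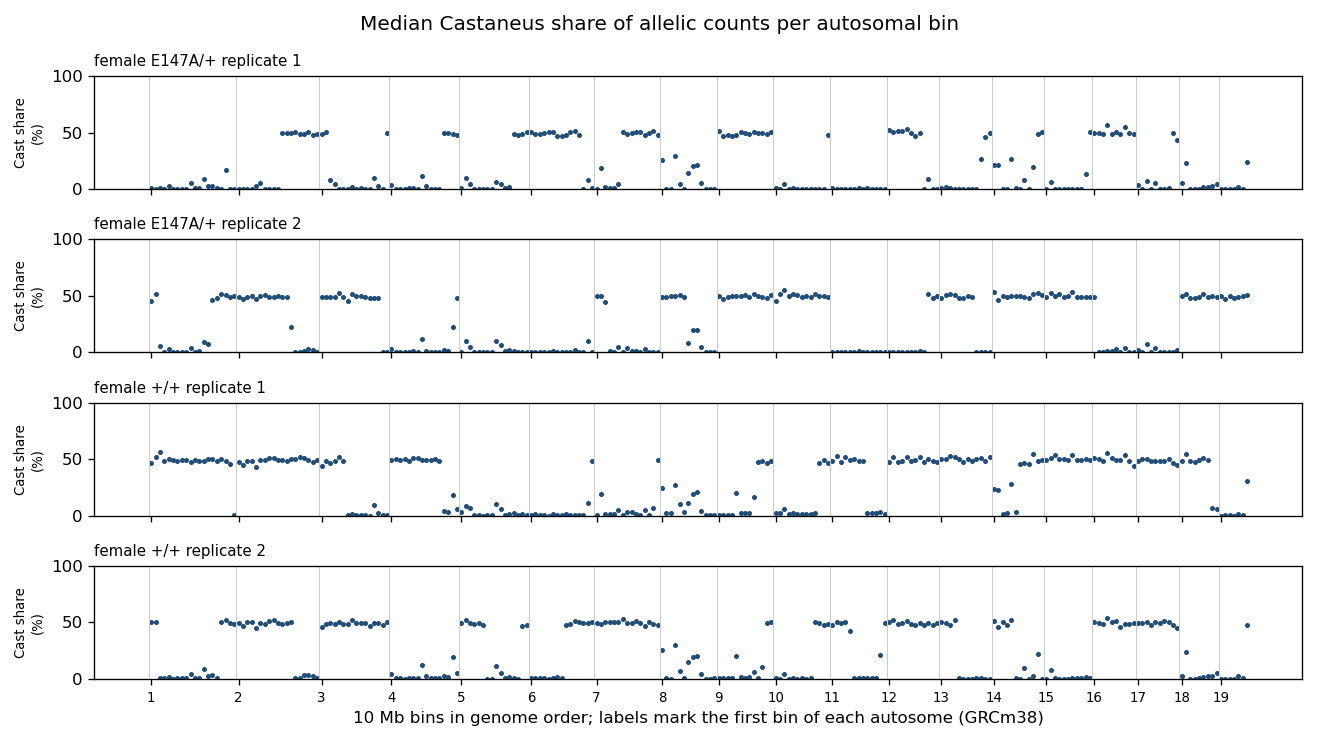
Each point is the median Cast share (%) of genes in one 10 Mb autosomal bin, in genome order, for the 4 female libraries. Bins lie mostly near 0% or near 50%; chromosome 17 is near 50% along its length in both +/+ libraries and near 0% in the bin of Smchd1 in both E147A/+ libraries.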

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

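The tests of the Y-linked counts and of the autosomal shares were chosen after those values were seen. Counts of 4 Y-linked genes, scaled to library size, reached 1.72% of the male mean in the library labelled female +/+ replicate 1 and 0.432% in replicate 2. The female E147A/+ libraries were at 0.0678% and 0.0413%, and 3 counts correspond to 0.0248% to 0.0349%. A candidate explanation is RNA from another library or animal. In bins where it carried no Cast allele but another library did, replicate 1 had a median Cast share per gene of 1.05%, against 0.313%, 0.224% and 0.478% in the other libraries, the direction such an admixture predicts. The test was first set on the summed share, which hardly separated the library (6.39% against 4.72%, 5.63% and 6.34%), and the median took its place after that was seen. Over 5 bins of chromosome 11 from 80000001 its median share was 1.76% to 3.00% by bin, against 0.09% to 0.60% in E147A/+ replicate 2, and over the first 4 bins of chromosome 19 it was 0.08% to 0.24%. The Y-linked counts cannot be told apart from such an admixture. No biological explanation was tested. Eif2s3y and Kdm5d, among the interaction genes with the lowest p, are Y-linked genes of this kind.

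The allelic columns of autosomes lie outside the comparisons reported. The labels describe all animals as having a Castaneus father, which would put autosomal genes near 50% Cast. Only 31.7% and 48.0% of 252 bins in E147A/+ replicates 1 and 2, and 56.0% and 47.2% in +/+ replicates 1 and 2, had a median Cast share from 35% to 65%. Error in assigning reads would lower shares evenly, but at least 94.8% of bins in each library were either in that class or under 15%. Fathers that carried Cast on only 1 copy of much of the genome are a candidate explanation; parental genotypes were not analysed here. On chromosome 17, 10 of 10 bins were near 50% in both +/+ females, and 8 and 10 were under 15% in the E147A/+ females, so genotype and strain could not be told apart there.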

How the results depend on the processing

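The crossed pairing, the block on Cast counts and the Cast shares without Xist were chosen after seeing the data, and the other alternatives were planned. The litter covariate lowered the gene counts from 2 to 0 in females (286 at an unadjusted p under 0.05), 4 to 2 in males and 14 to 3 over both sexes, and raised the interaction from 0 to 1. The replicate block gave 0 (836 unadjusted), 2 and 5, the crossed pairing 0 and 6 in females and over both sexes. The pairing correlation in males was 0.071. Fits of only the groups compared gave 1 gene in females, 1 in males and 3 between +/+ sexes. Without a filter the counts rose to 8, 14 and 33; with 10 counts in every sample they were 9 over both sexes and 0 between +/+ sexes (203 unadjusted). DESeq2 gave 43, 51, 2 for the interaction and 107, and limma-voom 9 in males and 29 over both sexes. DESeq2 held all 14 genes of the edgeR count over both sexes, and limma-voom 13.

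Across the fits that each left out one library, counts ranged from 1 to 4 in males, 0 to 1 for the interaction and 2 to 12 over both sexes. The log2 fold change over both sexes ranged from 4.39 to 4.73 for Rab26, from -3.74 to -3.42 for Rps18-ps6 and from 5.07 to 7.47 for Pcdha2. Of the 4 genes called in males, Rps18-ps6 still passed in males in 6 of 6 fits, Rab26 in 5, Rpl36-ps3 in 4 and Pcdha3 in 0. The X-linked shift ranged from -0.20 to 0.031 in females and its difference between the sexes from -0.14 to 0.088. The imprinted shift ranged from -0.031 to 0.12. Apart from Xist in the Cast share, the cause was not tested.

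Shifts near 0 changed sign: the sex difference of the X-linked shift became 0.024 with litter, 6.28e-05 at a mean log2 CPM of at least 3 and 0.0074 by the median, and the imprinted shift became -0.029 and -0.019 under the last 2 settings. The protocadherin shift stayed positive in all 19 alternatives, from 0.45 to 1.53; at 1.20 with estimated inter-gene correlation it no longer passed. The Cast share difference moved to 0.454 by the median over genes, where the median was 0 in both +/+ libraries. It moved to 2.52 without Xist and 2.65 for protein-coding genes without Xist, as Xist alone carried 36509 of 50099 Cast counts in E147A/+ replicate 1. It ranged from 3.07 to 6.73 when one library was left out. The count of Cast-allele genes fell from 45 to 10 with 10 allelic counts in every female library, a filter that tests 414 genes in place of 103. Among named genes 0 reversed, and of the 22 named-gene results that passed without litter, 16 no longer passed with it and 6 did.

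Hox shifts were not run, as 0 genes passed the filter, nor was the Cast share without genes over 5% Cast in males, whose allelic counts were not analysed here. Female depth is uneven, from 31555904 to 44519020 counts, and 2 libraries against 2 limit any exact test to 0.333. In simulations 58% of genes with a log2 change of 3 were recovered in females and 2.04% with a change of 1, which limits what the low gene counts can exclude.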

Other observations

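The tests of the share of chromosome 17 among the lowest p, of pseudogenes, of telencephalon lists, of protocadherin strain state, litter, splits and breadth, and of the spread over genes and depth order of the Cast share were chosen after those results were seen. For the gene counts, 1 of the 4 splits of the male libraries that part all same-numbered pairs gave as many genes as the real one, which was the real split itself, and 1 of 16 over both sexes. Among all splits, the others of which part fewer pairs, 2 of 10 and 2 of 60 did. None of these can show a share under 0.05 among splits that part all pairs. The other split in each case put the 3 male libraries of litter 1 together and gave 7 and 345 genes, so by the number of genes alone litter and genotype cannot be told apart. Males of both genotypes occur in litters 1 and 3, so a fit can separate them in part. With litter as a covariate a share of 0 of the called genes was kept in females, 0.25 in males and 0.143 over both sexes. The genes kept were Rab26 (log2 fold change 4.54) and Rps18-ps6 (-3.39) over both sexes, and Rps18-ps6 (-3.65) in males. This share does not separate litter from a loss of power, as residual degrees of freedom fell from 6 to 3. The log2 fold changes of the called genes with litter were 0.907 to 0.929 times those without it in females, 0.953 to 1.07 in males and 0.753 to 1.15 over both sexes. The X-linked shift in males was matched by 2 of 4 splits (3 of 10 in all), the imprinted shift by 13 of 16 (36 of 60), and the protocadherin shift by 1 of 16, the real one (1 of 60, with 0.87 as the highest of the others).

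Strain alleles linked to Smchd1 are a candidate explanation for part of the gene calls. Of the 50 genes with the lowest p over both sexes, 14 were on chromosome 17, where 2.28 would be drawn by chance (hypergeometric p 2.98e-08, across genes, which are not independent). Chromosome 18 held more, 18 of the 50, of which 17 were clustered protocadherins, so such a concentration can also come from a gene cluster. Chromosome 17 ranked 1 of 19 autosomes by the correlation across genes of female and male log2 fold changes (Spearman 0.393; the next was 0.354). Allelic counts of males were not analysed here, so their strain state is unknown. For these genes an effect of the mutation and of the linked strain cannot be told apart.

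Rps18-ps6, Rpl36-ps3 and Rps2-ps13 were lower in E147A/+, and their parents Rps18, Rpl36 and Rps2 lie on chromosome 17. Among 150 ribosomal protein pseudogenes, 3 of 16 with a parent there were lower at an unadjusted p under 0.05 and 0 of 134 with a parent elsewhere (one-sided Fisher exact p 0.00102, from genes that include those that raised the idea). The other 13 of the 16 had positive log2 fold changes, 7 of them at an unadjusted p under 0.05. A fall was thus not general among pseudogenes with a parent there, which does not exclude a loss of Cast reads at these 3. Parent Cast shares were at most 0.42% in E147A/+ females and 24.5% to 52% in +/+ females for these 3. At Rpl36-ps3 itself, Cast counts were 80 and 86 in E147A/+ females and 543 and 947 in +/+ females (53.3% and 62.8% against 90.7% and 90.2% of its allelic counts), and 129 counts were 70, 51, 56 and 103. Rps18-ps6 and Rps2-ps13 had at most 4 allelic counts per library, too few to tell. Cast reads of the parents counted at the pseudogenes may account for these calls, but the tests cannot settle it.

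For the protocadherin shift, the technical explanations tested were strain, litter and a few members. Strain at the locus was balanced over genotype in females (E147A/+ replicate 1 and +/+ replicate 2 without Cast, the others with it). The genotype difference in score was 0.976 without and 0.902 with Cast, against strain differences of 0.266 and 0.341. The smaller within-litter difference in males was 1.22, and a share of 0.702 of members was higher in both sexes. The real arrangement gave the highest shift of all 60 splits, and the exact permutation of the score within sex gave p = 0.0167, the smallest possible. The 16 splits that part all same-numbered pairs are too few to give a share under 0.05. Effects of strain loci linked to Smchd1 on these genes were not tested.

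For the Cast share of the X, the difference in autosomal bins without Cast alleles was -0.29 points (5.92% and 5.83% in E147A/+, 6.24% and 6.09% in +/+), opposite to the X. This bears on the difference only, as these autosomal shares exceed every X share without Xist. Genes higher in both E147A/+ libraries outnumbered those lower 7.42 to 1. The share without Xist followed library size in the order of all 4 libraries (rank correlation 1). That order did not hold over all genes (14.75% and 11.09% in E147A/+ replicates 1 and 2) or over protein-coding genes without Xist (1.59% and 1.55% in +/+ replicates 1 and 2). After thinning each library to the smallest, a share of 0.933 of the 45 genes was still called. The X to autosome ratio did not follow depth in full (rank correlation 0.8). The median male total log2 fold change of the 45 genes was -0.0927, so a general rise of these genes was not seen. Depth thus did not account for the called genes, but the higher share cannot be told apart from an effect of litter, which coincides with genotype in females. Whether the paternal X was Cast along its whole length in each litter was not tested. A stretch that was not would hold few Cast counts in either genotype. Ddx3x, Eif2s3x and Kdm5c, named outside the rule, had mean Cast shares of 25.2%, 40.9% and 28.6% in +/+, which covers those places only.

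Cell composition was tested with marker lists. By the cell type composition test, 0 of 3 lists (neuron, astrocyte, oligodendrocyte lineage) shifted by over 0.5 at an unadjusted p under 0.05 in females and 0 in males. Neuron markers shifted by 0.39 in males (camera, adjusted p 0.0227; 11 of 14 higher), under that limit, by -0.34 in females (3 of 14 higher; camera, adjusted p 0.961) and by 0.02 over both sexes. Over both sexes the oligodendrocyte lineage list did shift beyond it, by -0.78 (5 of 7 lower; unadjusted p 0.0338, camera adjusted p 0.101), with -1.01 in females and -0.55 in males, so fewer cells of this lineage could contribute to calls over both sexes. The ventral telencephalon list (5 genes) shifted by 1.77 in females (camera, adjusted p 0.0077; 3 of 5 genes higher) and by 1.08 over both sexes (camera, adjusted p 0.0077), so a difference in regional identity of the cultures could contribute to the results in females and over both sexes. Proliferation genes shifted by -0.33 over both sexes (9 of 9 lower; camera, adjusted p 0.0158). The Snrpn cluster was higher by 0.65 (4 of 5 genes, not Snrpn itself, camera adjusted p 0.000521). Against the +/+ female of the same strain state by the cluster's own counts, the female shift was 1.45 times that against the other. By the 10 Mb bin, E147A/+ replicate 1 had the state of +/+ replicate 2 instead, and the differences within a state were 0.25 and 1.07. E147A/+ was thus higher in each of these comparisons, against strain as the only cause. Between bin states, the library with Cast minus the one without differed by -0.58 in E147A/+ and by 0.24 in +/+, in opposite directions. By the cluster's own counts both E147A/+ libraries had the same state (Cast shares 0.707% and 0.271%), so the -0.58 need not come from strain. The smaller genotype difference, 0.25, was under the size of this -0.58. By those counts it lay between libraries of different state (0.707% and 96.7% Cast), so this comparison does not measure strain at the cluster. Each state held only 1 +/+ library, so a part due to strain cannot be told apart. In males the list shifted by 0.64 (4 of 5 genes; camera, adjusted p 0.000321).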
